# Deep Sequencing of Pyrethroid-Resistant Bed Bugs Reveals Multiple Mechanisms of Resistance within a Single Population

**DOI:** 10.1371/journal.pone.0026228

**Published:** 2011-10-19

**Authors:** Zach N. Adelman, Kathleen A. Kilcullen, Reina Koganemaru, Michelle A. E. Anderson, Troy D. Anderson, Dini M. Miller

## Abstract

A frightening resurgence of bed bug infestations has occurred over the last 10 years in the U.S. and current chemical methods have been inadequate for controlling this pest due to widespread insecticide resistance. Little is known about the mechanisms of resistance present in U.S. bed bug populations, making it extremely difficult to develop intelligent strategies for their control. We have identified bed bugs collected in Richmond, VA which exhibit both *kdr*-type (L925I) and metabolic resistance to pyrethroid insecticides. Using LD_50_ bioassays, we determined that resistance ratios for Richmond strain bed bugs were ∼5200-fold to the insecticide deltamethrin. To identify metabolic genes potentially involved in the detoxification of pyrethroids, we performed deep-sequencing of the adult bed bug transcriptome, obtaining more than 2.5 million reads on the 454 titanium platform. Following assembly, analysis of newly identified gene transcripts in both Harlan (susceptible) and Richmond (resistant) bed bugs revealed several candidate cytochrome P450 and carboxylesterase genes which were significantly over-expressed in the resistant strain, consistent with the idea of increased metabolic resistance. These data will accelerate efforts to understand the biochemical basis for insecticide resistance in bed bugs, and provide molecular markers to assist in the surveillance of metabolic resistance.

## Introduction

The common bed bug, *Cimex lectularius* (Hemiptera: Cimicidae) was a well established pest in the United States, and other developed nations, at the turn of the 20^th^ century. However, due to the widespread use of DDT, bed bugs were essentially eradicated from U.S. homes and apartments by the 1950s. While DDT was initially effective for bed bug control, resistance to the cyclodienes was well documented among different bed bug populations by 1958 [1], [2]. The National Pest Control Association's initial recommendation for combating DDT-resistant bed bug populations was malathion (as reviewed by [3]). Yet, while malathion further reduced the incidence of bed bug infestations in developed nations, bed bugs had developed resistance to organophosphate insecticides, including malathion by the 1960s [4].

In recent years, the incidence of bed bug infestations has increased rapidly within the U.S. As of 2010, bed bug infestations have been reported in all 50 states. While there have been many hypotheses regarding the cause of the bed bug resurgence, the cause is at least partially explained by bed bug resistance to insecticides, in this case, those in the pyrethroid class [5], [6], [7], [8]. Attempts to characterize the mechanisms of resistance in these resurgent bed bug populations have followed. Yoon et al. [7] found that resistance to deltamethrin in a bed bug strain from New York City was the result of two point mutations (V419L and L925I) in the alpha-subunit of the voltage-gated sodium channel, which is the target of pyrethroid insecticides. Subsequently, Zhu et al. [8] screened 110 bed bug strains collected from different regions of the U.S. and found that 88% of those populations had either one or both of these target site mutations, indicating that this target site resistance is widespread in reemerging bed bug populations.

While a target site mutation, or *kdr* resistance, was identified as the primary mechanism of resistance in the previously noted studies, other mechanisms of resistance such as enhanced detoxification enzyme activity have not been as well documented in modern bed bug strains. The New York strain analyzed by Yoon et al [7] showed no elevated activity in any of the major insecticide-metabolizing enzyme systems; glutathione-*S*-transferases (GST), carboxylesterases (CE), and cytochrome P450 monooxygenases (P450) using model substrates. However, Romero et al. [9] observed a decrease in resistance to pyrethroid insecticides using piperonyl butoxide (PBO), an inhibitor of P450 activity, in bed bugs collected in Cincinnati, OH and Worcester, MA. This suggests that detoxification is an important mechanism of resistance in these strains, though other resistance mechanisms must also be present. Likewise, Bai et al [10] found increased transcript levels for a cytochrome P450 (CYP9) in bed bugs collected in Columbus, OH, compared with those of susceptible (non-exposed) strains.

Biochemical analyses of resistance phenotypes are labor-intensive and costly. As such, PCR-based methods are preferred to screen large numbers of individuals/populations for a defined trait such as a nucleotide polymorphism or for differences in gene expression levels, which are strongly associated with a resistance phenotype. While such a diagnostic PCR method has been developed for surveying target site resistance [8], no such assays have been associated with metabolic resistance in bed bugs. In this paper, we present both biochemical and genetic evidence that bed bug populations collected in Richmond, VA carry both target site and metabolic resistance traits, and these correlate with ∼5200-fold resistance to the pyrethroid deltamethrin. Further, we have identified through deep sequencing a large cohort of full-length P450, GST and CE-encoding sequences, several of which are significantly upregulated in resistant bed bugs. These sequences will aid in surveillance efforts to detect and monitor metabolic resistance in resurgent bed bug populations and enable studies involving the biochemical characterization of precisely how bed bugs metabolize and inactivate insecticides.

## Materials and Methods

### Bed bug collection and maintenance

Pyrethroid-resistant field-strain bed bugs (several hundred adult males, females, nymphs, and eggs) were collected from a group home in Richmond, VA, in the fall of 2008 and transported to the Dodson Urban Pest Management Laboratory in Blacksburg, VA. A pyrethroid-susceptible strain was acquired from Dr. Harold Harlan of the National Pest Management Association, Fairfax, VA, in February 2005. This strain had been originally collected from Ft. Dix, New Jersey and maintained in colony (feeding on Dr. Harlan) since 1973. These strains were designated as “Richmond” and “Harlan”, respectively. All bed bugs were kept in plastic rearing containers with cardboard harborages in an environmental chamber with 27°C (26.1–27.3°C), 70% relative humidity, and a 12∶12 light and dark photoperiod. Blood was provided once a week either by a human volunteer during initial establishment of the Richmond strain [written informed consent was received for all participants; this study was approved by the Virginia Tech Institutional Review Board (Approval #06–165)] or using an artificial feeder containing chicken blood formulated with sodium citrate as an anti-coagulant (all experiments).

### Determination of resistance levels to pyrethroid insecticides

Injection bioassays were conducted to determine the susceptibility of each of the bed bug strains to pyrethroids. To determine LD_50_ values for bed bugs exposed to pyrethroids, technical grade pyrethroid insecticides (deltamethrin and β-cyfluthrin) (Sigma Aldrich, St. Louis, MO) were dissolved in DMSO. The DMSO was diluted to 10% with distilled water to reduce toxicity. Stock solutions of the highest concentrations were made at 500 µl each, and serially diluted 10-fold. Glass capillary needles were prepared by pulling Kwik-Fil Silicate Glass Capillaries with a P-2000 Laser micropipette puller. Each dilution (0.5 µl) of insecticide solution was injected into individual bed bugs from the left side of the ventral thorax between the second and third coxa. The lethal dosages (LD_50_ values) for each were calculated by counting mortality after 24 hours of application, and the data was analyzed using Polo Plus Probit and Logit Analysis computer software version 1.0.

### Detoxification Enzyme Activity Assays

General esterase activity was determined in adult bed bugs according to the method described by Zhu and Gao [11]. Each sample was homogenized in ice-cold 0.1 M phosphate buffer (pH 7.0) containing 0.3% (v/v) Triton X-100 (Sigma Aldrich, St. Louis, MO). After the homogenates were centrifuged at 10,000× g for 10 min. at 4°C, the supernatants were used as the enzyme source for measuring general esterase activities with α-naphthyl acetate (α-NA) and β-naphthyl acetate (β-NA) (Sigma Aldrich) as substrates. The absorbance was read using a SpectraMax M2 multimode microplate reader (Molecular Devices, Inc., Sunnyvale, CA) at 600 and 560 nm for α-NA and β-NA, respectively. Glutathione *S*-transferase activity was determined according to Zhu et al. [12] using 1-chloro-2, 4-dinitrobenzene (CDNB; Sigma Aldrich) as a substrate. The conjugation of glutathione towards CDNB was determined by recording the change in absorbance at 340 nm for CDNB for 1 min at 10-sec intervals using a multimode microplate reader. Non-enzymatic controls were performed in parallel to correct for non-enzymatic conjugation. Cytochrome P450-dependent *O*-deethylation activity was determined according to the method of Anderson and Zhu [13] using 7-ethoxycoumarin (7-EC) (Sigma Aldrich) as a substrate. The relative fluorescence units were measured using a multimode microplate reader at 465 nm while exciting at 390 nm. Total protein in each sample preparation was determined using the bicinchoninic acid assay with bovine serum albumin (Sigma Aldrich) as a standard. The measurement was performed on a multimode microplate reader at 560 nm.

### Extraction of mRNAs and preparation of cDNAs

Adult bed bugs were frozen in liquid nitrogen at seven days after the last molt and stored at −80°C until use. Bed bugs were homogenized and total RNA extracted using TRIzol (Invitrogen, Carlsbad, CA). Bed bug mRNA was enriched from the total RNA sample using the PolyATract mRNA Isolation System (Promega BioSciences, San Luis Obispo, CA). For 454 libraries, cDNA was synthesized using the Superscript Double-Stranded cDNA Synthesis kit (Invitrogen). For real-time qPCR, cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Following elimination of the input RNA and purification, cDNA concentrations were determined using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE) prior to use.

### High-throughput sequencing and bioinformatic analysis

Library preparation and sequencing were performed by the Virginia Bioinformatics Institute core facility using the Roche 454 (Titanium) platform. Raw sequencing reads from the Harlan (both male and female) and Richmond (male) strain bed bugs were assembled in the absence of a reference genome using the NEWBLER assembler either individually or together. Assembled contigs were converted into a BLAST database [14] and queried with P450, carboxylesterase (CE) and GST protein sequences from a selection of the currently sequenced insect genomes, including *A. gambiae*, *Ae. aegypti*, *D. melanogaster*, *P. humanus*, and *A. pisum*. Matching contigs were queried back against the raw reads and extended manually where possible. Manually curated *C. lectularius* contigs were used as queries to find related sequences in the assembled and unassembled datasets, as well as to confirm orthology with the respective protein family. The presence of putative P450, GST or CE domains was predicted using Pfam [15]. All alignments were performed using ClustalX in MEGA 4.0 [16]. Raw sequence files, the complete assembled contig set, as well as all manually assembled sequences are available at the Gene Expression Omnibus (Accession# GSE31025).

### Real-time PCR quantization of gene expression

For all genes, primer pairs were designed using Lasergene Primer Select (DNASTAR, Madison, WI), with the following criteria: length of 20–24 bps, melting temperature between 50–60°C, total product size around 150–250 bps, and a GC content close to 50%. (see Table S1 for a list of primers used in this study). qPCR reactions were performed using POWER SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA) on a StepOne Real-Time PCR system using the following conditions: 95°C (10 min) followed by 40 cycles of 95°C (15 sec), 51°C (30 sec), and 72°C (30 sec). Two reference genes (*C. lectularius* myosin heavy chain and alpha tubulin) were included with every run to normalize expression and control for plate effects. To verify the specificity of each qPCR reaction, all amplified products were confirmed through melt curve analysis and gel electrophoresis. Comparative cycle threshold (C_t_) analysis was performed to determine the relative expression of Richmond strain bed bugs compared with Harlan using Real-time StatMiner (Integromics®, Granada, Spain) with the moderated t-test (Limma) and Benjamani-Hochberg false discovery p-value adjustment.

## Results

### Bed bugs collected in Richmond, VA are highly resistant to pyrethroid insecticides

We previously demonstrated that bed bugs collected in Richmond, VA display a greatly extended time to mortality when exposed to formulated deltamethrin (0.06%) and permethrin (0.05%) [17]. To more precisely determine the level of resistance to pyrethroid insecticides, injection bioassays were conducted to determine the specific susceptibility of each bed bug strain. The lethal doses required to kill 50% (LD_50_) of bed bugs exposed to the pyrethroids deltamethrin or *β*-cyfluthrin are presented in Table 1. When mortality was calculated at 24 h following injection, the deltamethrin LD_50_ value for the Richmond strain bed bugs was almost 5200-fold greater than that of the laboratory strain. Similarly, the LD_50_ value calculated for the Richmond strain bed bugs exposed to *β*-cyfluthrin was 111-fold greater than that of the laboratory strain. Thus, we conclude that the Richmond strain bed bugs are highly resistant to these insecticides.

**Table 1:** Acute toxicities of deltamethrin and β-cyfluthrin to Richmond and Harlan strain bed bugs^a^.

Insecticide	Strain	N	LD_50_ (ng/insect)	95% CI	Slope±SE	RR^b^
Deltamethrin	Richmond	60	155	55.2–555.3	1.3±0.4	5,167^*^
	Harlan	90	0.03	8.8E-03–1.5E-01	1.2±0.3	
β-Cyfluthrin	Richmond	100	4.43	3.19–6.09	3.1±1.0	111^*^
	Harlan	90	0.04	2.5E-02–5.4E-02	3.2±0.7	

a Insecticide toxicities are presented as LD_50_ and their 95% confidence intervals (95% CI) in nanograms (ng) per insect, the dose at which 50% of the test populations were killed in a 24-h bioassay.

b Resistance ratios (RR) were calculated by RR = LD_50Richmond_/LD_50 Harlan_. The asterisk next to the ratios indicates a significant difference between the LD_50_ values for the Richmond and Harlan strains based on the non-overlapping 95% CI of the LD_50_ values.

### Identification of kdr in Richmond strain bed bugs

Yoon et al [7] sequenced the bed bug sodium channel gene and identified two amino acid substitutions in pyrethroid-resistant bed bugs collected in New York, V419L and L925I. To determine if these or any other substitutions were present in Richmond strain bed bugs, we sequenced the complete sodium channel coding region from both Richmond and Harlan strain bed bugs. Both Richmond and Harlan contained the wild-type V419, similar to the susceptible Florida strain described by Yoon et al [7]. However, Richmond strain bed bugs possessed the L925I substitution, while the susceptible Harlan strain did not. No other substitutions were found, with the exception of an A1925T conservative change found in the final cytoplasmic tail of both Harlan and Richmond strain genes.

### Characterization of detoxification enzyme activities from insecticide-susceptible and -resistant bed bug populations

To examine the possibility of metabolic resistance in Richmond strain bed bugs, we determined the general esterase, glutathione *S*-transferase, and cytochrome P450 monooxygenase activities of these detoxification enzymes in both the Harlan and Richmond strains (Fig. 1). We found that the general esterase activity of deltamethrin-resistant bed bugs was significantly increased (by 35% and 38% when α-NA and β-NA are used as substrates, respectively) compared to the insecticide-susceptible Harlan strain bed bugs (*P*<0.05). The cytochrome P450 *O*-deethylation activity of the Richmond strain bed bugs was also significantly enhanced by 41% compared to the insecticide-susceptible bed bugs (*P*<0.05). In contrast, glutathione *S*-transferase activity of deltamethrin-resistant bed bugs did not differ from that of the susceptible strain. These data suggest that increased esterase and P450 activities may play a role in detoxifying the pyrethroid deltamethrin.

**Figure 1:**
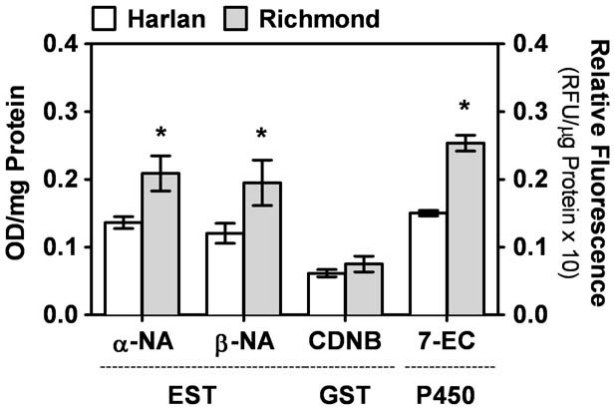
Comparison of general esterase (EST), glutathione *S*-transferase (GST), and cytochrome P450-dependent *O*-deethylation (P450) activities of insecticide-susceptible and-resistant bed bugs. Vertical bars indicate standard errors of the mean (*n* = 4), asterisks (*) denote that the means are significantly different between the two bed bug strains (two-tailed t-test, *P*<0.05).

### Identification of bed bug resistance genes through deep sequencing

At the time this project was initiated, little information was available for the sequences of bed bug genes which may play a role in insecticide detoxification. To obtain gene sequences for all abundantly expressed bed bug metabolic genes, we performed two 454 titanium runs using Harlan or Richmond strain cDNA, obtaining more than 2.5 million reads in total (Table 2). 

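Transcriptome libraries were made from adults frozen 7 days after the last molt, 2 samples of the insecticide-susceptible Harlan laboratory strain (males and females) and 2 of the pyrethroid-resistant Richmond field strain (males). The sample labels and Table 2 give these sexes, while the general description of the data set speaks of males alone. The authors deposited 4 tables made from these reads. The first holds the contigs of the merged NEWBLER assembly, which was built without a reference genome, and the other 3 hold the P450, GST and CE sequences that the authors extended by hand from matching contigs and raw reads. Each entry gives a nucleotide sequence, its length and 1 whole-number count of reads, not normalized, in which the strains and samples are pooled. No value of a single sample or strain can be taken from these counts, so there is no replicate error, and no comparison between Harlan and Richmond was made with them. The contig table holds 827045 reads over 14605 contigs, with 1 to 847 reads per contig and a median of 26. Table 2 states 2247916 aligned reads for the merged assembly, of which the table total is 36.8%, and the values used here are those of the tables. The precision of a read number is given as an exact 95% Poisson interval, which covers counting error only. From the sequences, open reading frames, alignments, trees, identities and primer sites were computed, and the choices that could change them most are the rule for the start of a frame, the identity at which a contig is assigned to a gene and the alignment method. NEWBLER joins and splits similar transcripts, so a sequence in these tables can hold reads of more than 1 allele or paralog.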

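The merged contig table held 14575 contigs longer than 500 bp and another 30 of exactly 500 bp, the shortest length in the table. The contigs longer than 500 bp had an N50 of 1277 bp, a mean of 1121 bp and a maximum of 9943 bp, and together measured 16343655 bp. With the contigs of exactly 500 bp included, the N50 was 1276 bp and the mean 1120 bp. The length limit moved these values most, since 6339 contigs of at least 1000 bp had an N50 of 1698 bp and a mean of 1667 bp. Of all 14605 contigs, 640 (4.38%) lay within another contig at 95% identity or more over at least 90% of their length. Table 2 gives 32819 contigs in total, and the other 18214 were not analysed here.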

Harlan and Richmond strain reads were assembled together, yielding more than 14,000 contigs greater than 500 bp, with an N_50_ contig size greater than 1,200 bp (Table 2). 

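The curated P450 table held 34 sequences between 888 and 2380 nt long, with a median of 1708 nt and 3533 reads in all. Each of the 34 matched at least 1 contig of the merged assembly at 95% nucleotide identity or more over 100 nt or more. Such contigs covered between 26.8% and 100% of a sequence, with a median of 92.9%, and 20 sequences were covered over at least 90% of their length. The shortest covered part was that of CYP6DL1, whose matching contig also matched CYP6DL2. When the predicted proteins were searched against all contigs with tblastn (E-value at most 1e-10), 61 contigs matched, and 39 of these belonged to a curated sequence by the 95% rule.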

From these contigs, we identified at least 34 members of the cytochrome P450 family. Most of these sequences were full length, as determined by the presence of start and termination codons spanning an ORF typical of P450 genes (avg ORF size was 487 a.a., median was 507). 

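The longest open reading frame of the 34 P450 sequences, counted from the first ATG, had a mean of 480.0 ± 84.5 (SD, n = 34 sequences) residues and a median of 506.5, with a range of 213 to 575. All 34 frames lay on the sense strand of the deposited sequence. A start and a stop codon were both present in 25 sequences, and in the other 9 the frame ran to the end of the sequence. The 25 include CYP18A1, CYP400A1 and CYP6DL2, which the paper lists as incomplete, and 22 lie outside that list. The frame was longer than 470 residues in 28 sequences. The rule for the start of the frame moved these values most, and from stop codon to stop codon the mean was 496 residues and the median 516.5. The exact heme-binding motif FxxGxRxCxG was found in 18 of the 34 frames. Of the 22 frames with a stop codon outside the paper's list of incomplete sequences, 15 had it. By alignment 31 of the 34 proteins had residues at this region, so a frame without the exact motif need not lack the region. From the presence of both codons around frames of this size, the paper concludes that most of the sequences were full length.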

Only five sequences [*cyp18a1* (282 a.a.), *cyp400a1* (287 a.a.), *cyp301a1* (296 a.a.), *cyp6dm2* (358 a.a.), *cyp6dl2* (406 a.a.)] were relatively incomplete, with all other predicted protein sequences greater than 470 amino acids. 

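CYP18A1 had a frame of 213 residues from its first ATG, or 281 when the open 5′ end was kept, with 378 nt of sequence after the stop codon. The frame of CYP400A1 had 287 residues and a stop codon followed by 274 nt. CYP301A1, the shortest sequence with 888 nt, had 238 residues from the first ATG and 296 with the open end, and no stop codon. The 358 residues of CYP6DM2 also ended without a stop codon, at the end of a sequence of 1142 nt. A contig overlapped this end over 77 nt at 98.7% identity, and the frame of the joined sequence had 503 residues against 502 in CYP6DM1. CYP6DL2 had a stop codon after 406 residues, while the frame of CYP6DL1 had 515. From the stop codon on, 112 of its last 115 nt aligned to CYP6DL1, at 90.2% identity, after a base near nt 1240 that CYP6DL1 lacks. Of the 29 remaining sequences, only CYP6DN4 had a frame of no more than 470 residues, with 426 from the first ATG and 477 with the open end kept.

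**Figure D1:**
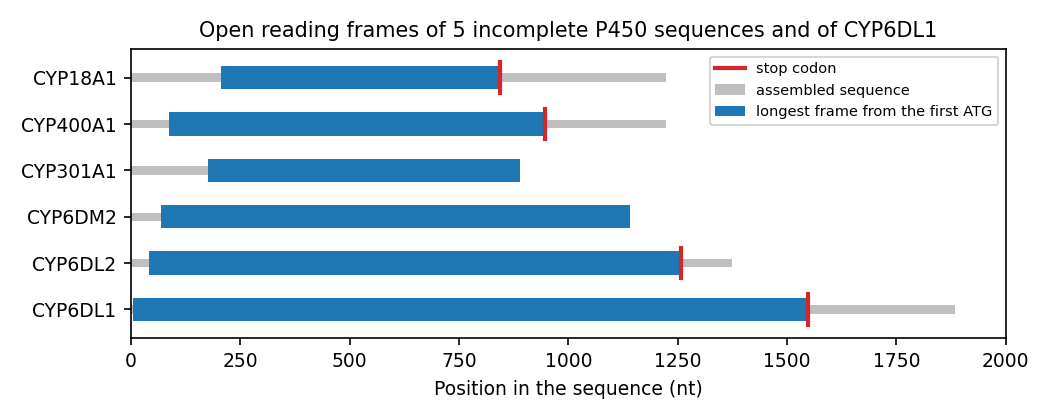
Sequence length (grey), longest frame from the first ATG (blue) and stop codon (red) of the 5 short P450 sequences and of CYP6DL1, on an axis of nucleotide position. The frames of CYP301A1 and CYP6DM2 reach the end of their sequences, whereas 112 nt follow the stop codon of CYP6DL2.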

The relative completeness of P450 coding regions allowed us to assign each P450 gene into a clade and family according to the Committee on Standardized Cytochrome P450 Nomenclature [18]. 

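The 34 predicted proteins were aligned with mafft, and a neighbor-joining tree was built from Poisson-corrected distances with pairwise deletion of gaps and 1000 bootstrap replicates. The 22 proteins of the families CYP6, CYP395, CYP396, CYP397, CYP398, CYP399 and CYP400, which make up the CYP3 clan, formed 1 group in 99.1% of the replicates. Complete deletion of gapped columns, for which the 5 incomplete sequences had to be left out, moved this support most, to 97.6%. The alignment had 842 columns, none of them free of gaps over all 34 proteins and 301 free of gaps without the 5 incomplete ones.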

Of the 34 assembled P450 contigs, 22 derived from the CYP3 clan (Fig. 2). This included at least 8 new members of the CYP6 family, as well as new families CYP395 (at least 9 contigs), CYP 396 (1), CYP 397 (1), CYP 398 (1), CYP399 (1), and CYP 400 (1). 

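The 9 CYP395 proteins formed a group in 100% of the bootstrap replicates, as did the 8 of subfamily CYP395A among them. The 4 CYP6DN proteins were likewise grouped in every replicate. The 8 CYP6 proteins did not form a group of their own in any replicate. The CYP6DN proteins joined CYP396A1 with a support of 94.5%, and the CYP6DL and CYP6DM proteins joined each other with 92.5%. Without the incomplete sequences, which leaves only CYP6DL1 and CYP6DM1 of the latter group, its support was 56.3%, or 60.2% with complete deletion. CYP398A1 and CYP400A1 were neighbors with a support of 96.8%, and CYP399A1 joined this pair with 96.3%. At the protein level the nearest relative of CYP397A1 was CYP395A6, with 32.2% identity over 472 residues. The paper assigned the families according to the nomenclature committee, and reference sequences of other insects were not used here.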

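CYP4G52, CYP4G53, CYP4G54, CYP4CM1, CYP4CN1, CYP4CP1 and CYP4CQ1, the 7 proteins placed in the CYP4 clan, formed a group in 100% of the bootstrap replicates, and the 3 CYP4G proteins did so as well. The remaining 5 proteins did not form the groups marked in Fig. 2. CYP301A1 and CYP314A1, the pair marked as the CYP2 clan in Fig. 2, were grouped in 21.3% of the replicates. CYP18A1, CYP307B1 and CYP394A1, marked as the mitochondrial clan, were grouped in 22.7%, although CYP18A1 and CYP307B1 were neighbors in 97.8%. CYP301A1, CYP314A1 and CYP394A1 did not form a group in the tree either. These values hold for the groups as marked, and which clan name belongs to which group was not tested here. The paper gives 2 contigs for CYP2 and 3 for MITO, and CYP18A1 with CYP307B1 is also a pair. The low values are therefore no evidence against a CYP2 clan with other members. Among these 5, CYP18A1 and CYP301A1 are incomplete, with 281 and 296 residues at most.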

We also identified members of clans CYP4 (7 contigs), CYP2 (2 contigs), and MITO (3 contigs) (Fig. 2).

**Figure 2:**
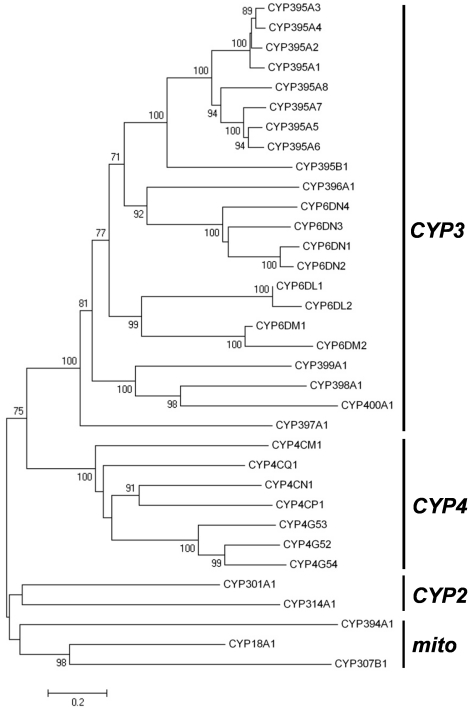
Phylogenetic relationship of bed bug P450s. Cytochrome P450 genes of the bed bug, *Cimex lectularius*. Predicted protein sequences were aligned using ClustalW; tree construction was performed using the Neighbor-joining method in MEGA 4.0. Bootstrap support is indicated where greater than 70%. Clades assigned to the CYP2, CYP3, CYP4 and mito clans are indicated. Family assignments and the naming of new families were performed by David Nelson as described [18].

**Table 2:** Deep sequencing of Richmond and Harlan strain bed bug transcriptomes using the Roche 454 titanium platform.

	Harlan strain (male and female adults)	Richmond strain (male adults)	Merged
Total # of reads	1,153,077	1,379,221	2,532,298
Total # of bases	464,907,362	500,792,578	965,699,940
# Aligned reads	1,073,218 (93.07%)	1,214,095 (88.03%)	2,247,916 (88.77%)
# Large contigs (>500 bp)	12,294	10,193	14,605
Largest contig	9,270	4,790	9,943
Avg. contig	1,110	950	1,120
N_50_ contig	1,231	1,002	1,276
Total contigs	22,940	23,114	32,819

Ten contigs encoding full-length glutathione *S*-transferase ORFs were identified and aligned with those of other insect species (Fig. 3). 

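The curated GST table held 11 sequences between 862 and 1428 nt long. Their longest frames had 203 to 288 residues, with a mean of 228 ± 29.5 (SD, n = 11 sequences), and 9 of the 11 had both a start and a stop codon. The frames of GSTunk1 and GSTt2 had no stop codon. A contig of the assembly overlapped the 3′ end of GSTt2 over 142 nt without a difference, and the frame of the joined sequence had 324 residues. Table S1 lists primers for 10 of the 11 sequences, and GSTt2 is the one without a pair. A contig matching at 95% identity or more was found for 7 sequences. GSTs3, GSTd1, GSTt1 and GSTunk1 had no such contig, although their read numbers were the highest of the family.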

Surprisingly, only a single member of the delta-epsilon class was identified. This contrasts with 22 members from the malaria mosquito and 8 from pea aphid. 

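By the class given in the name of each sequence, the GST table held 1 delta, 5 sigma, 2 theta, 1 omega and 1 zeta GST and 1 of unknown class. The delta sequence, GSTd1, had 862 nt and 811 reads (95% Poisson interval 756 to 869), the second highest number of the 11, with a ratio of 0.901 (exact 95% binomial interval 0.819 to 0.992) to GSTs3. A tblastn search of all contigs with the 11 proteins matched 7 contigs, and each of these belonged to a curated sequence. No further GST contig was found at E-values of at most 1e-10, 1e-5 or 1e-20. Such a search covers only contigs of at least 500 nt, and GSTd1 itself matched none of them.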

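Within the bed bug sequences alone, the 5 sigma GSTs formed a group in 100% of the bootstrap replicates of a neighbor-joining tree, and so did the pair of theta GSTs. This support was 100% with uncorrected distances and with complete deletion of gaps, which kept 168 of 385 alignment columns. Inside the sigma group, GSTs1 and GSTs2 were neighbors in 100% of the replicates, and the group without GSTs5 had a support of 85.8%. The sigma GSTs differed widely in abundance, from 16 reads for GSTs2 (95% interval 9.15 to 26.0) to 900 for GSTs3 (842 to 961). Sequences of the other insects shown in Fig. 3 were not used here, so the comparison of the class between lineages rests on that figure.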

Similar to both the pea aphid and honey bee [19], [20], bed bugs have undergone a lineage-specific expansion of the sigma class GSTs, the significance of which remains unknown (Fig. 3). We also identified at least 24 contigs corresponding to bed bug carboxylesterase (CE) genes. 

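The curated CE table held 24 sequences between 727 and 2391 nt long, with a median of 1615 nt. The longest frames had 187 to 730 residues, with a mean of 459 ± 134 (SD, n = 24 sequences), and 15 sequences had both a start and a stop codon. From stop codon to stop codon, the setting that moved it most, the mean was 475 residues. Each of the 24 matched a contig at 95% identity or more, and 13 were covered by such contigs over at least 90% of their length. The pattern GxSxG, which surrounds the active-site serine of carboxylesterases, was found at some position in 12 frames. Its position was not checked, so a match need not be the active site. At an E-value of at most 1e-5, CE_1343 matched none of the other CE proteins, while each of the others matched between 5 and 21. A tblastn search with the 24 proteins matched 34 contigs, of which 27 belonged to a curated sequence.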

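The 24 CE sequences had 3067 reads in total, with a median of 54.0 per sequence and 39.7 per kb, and quartiles of 15.9 and 125 reads per kb. The 34 P450 sequences had a median of 56.5 reads, or 35.7 per kb, with quartiles of 23.8 and 50.9 per kb. For the 11 GSTs the median was 85.0 reads per kb. The lowest value per kb was 6.18 among the CEs and 7.35 among the P450s. Among the CEs, the 8 sequences without a determined signal peptide had a median of 13.0 reads, with a range of 8 to 61.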

Lower coverage of these genes combined with much higher variability from other insect sequences made assignment to specific clades more challenging. A preliminary phylogeny is shown in Fig. S1, but we stress that higher coverage sequencing, as well as additional sequences from more closely related hemipterans will be required to properly establish the relationship of these sequences with those of other insects. 

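In the authors' deposited table, a signal peptide is given as predicted for 8 CE sequences, as not predicted for 8 and as not determined for 8. Since no signal peptide caller was run here, the N-terminus was described by hydropathy on the Kyte-Doolittle scale, on which hydrophobic residues have positive values, as the highest mean of 11 neighboring residues within the first 30. The sequences with a prediction had a median of 2.35 and a range of 1.52 to 3.06. Those without one had a median of 1.22 and a range of 0.491 to 2.20, so the groups overlapped. A window of 8 residues moved the first median most, to 3.05, against 1.76 for the second. CE_19460, the only sequence with the motif GQSAG, had the lowest value among those with a prediction, and the other 7 lay at 2.19 or above. Sequences with a prediction had a median of 195 reads and those without one a median of 71.0.

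**Figure D2:**
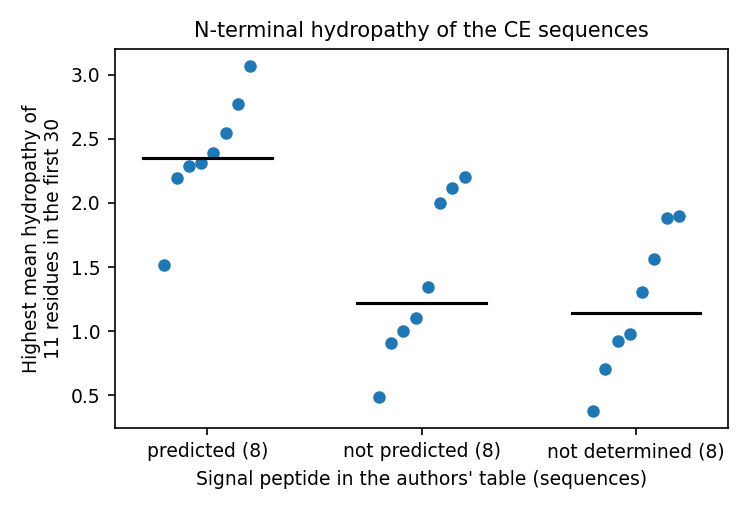
Highest mean hydropathy of 11 residues within the first 30 of each CE frame (vertical axis, Kyte-Doolittle scale) by the signal peptide entry of the authors' table (horizontal axis, 8 sequences in each group). Points are sequences and lines are medians of 2.35, 1.22 and 1.15.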

Of note are at least seven bed bug CE contigs whose ORF is predicted to encode a signal peptide [21], and thus may be important in the metabolism of pyrethroid insecticides.

**Figure 3:**
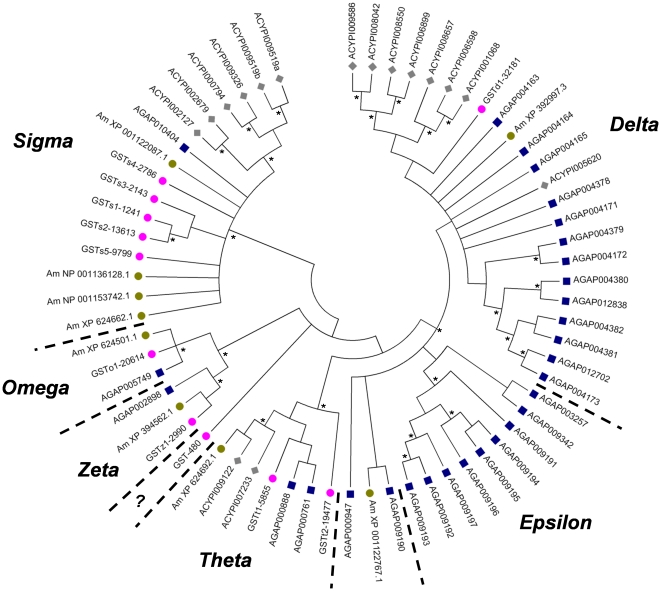
Phylogenetic comparison of bed bug GST genes with other insects. Glutathione *S*-transferase (GST) genes of the bed bug, *Cimex lectularius* (pink circle), compared with published sequences from the pea aphid *Acyrthosiphon pisum* (gray diamond), honey bee, *Apis mellifera* (green circle), and the malaria mosquito, *Anopheles gambiae* (blue square). Predicted protein sequences were aligned using ClustalW; tree construction was performed using the Neighbor-joining method in MEGA 4.0. All branches with less than 50% bootstrap support were collapsed, support greater than 80% is indicated (*). Classification is based on Ranson et al [27].

### mRNA upregulation of metabolic genes in pyrethroid-resistant Richmond strain bed bugs

In order to determine if any of the identified P450, GST or CE (signal peptide-containing only) genes were transcriptionally upregulated in pyrethroid-resistant bed bugs, we performed quantitative real-time PCR on cDNA generated from Harlan or Richmond strain adult male bed bugs. Analysis of the expression of P450 genes revealed that genes *cyp397a1* (>36 fold), *cyp6dm2* (>29 fold) and *cyp400a1* (>18-fold) were all significantly over-expressed in Richmond, pyrethroid-resistant bed bugs as compared to the Harlan control (Fig. 4A). Extremely high similarity between CYP395 family members, as well as between contigs *cyp6dl1* and *cyp6dl2* prevented analysis of their expression using SYBR® green-based qPCR assays. 

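Nucleotide identity was computed from global alignments with end gaps left out. Over the 36 pairs of CYP395 sequences it had a median of 74.0%, with a range of 57.9% to 95.6%, and 7 pairs lay above 90%. The closest relative of a CYP395 sequence had a median identity of 93.1% and lay above 90% for 6 of the 9. CYP395A8 reached 76.9% and CYP395B1 59.7% with their closest relatives. CYP6DL1 and CYP6DL2 were 95.2% identical over 1333 nt. Protein identity moved these values most, giving a median of 70.6% for the CYP395 pairs and 92.1% for CYP6DL1 and CYP6DL2. Of the 23 other P450s, 13 had a relative that aligned over at least 200 nt, and none of these relatives was above 90% identical. The highest value was 89.0%, for CYP6DN1 and CYP6DN2, although their first 1603 nt were 95.7% identical in a local alignment. CYP6DM1 and CYP6DM2 followed with 85.6%. The paper reasons that SYBR green-based assays could not tell apart transcripts as similar as those of CYP395 and CYP6DL.

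**Figure D3:**
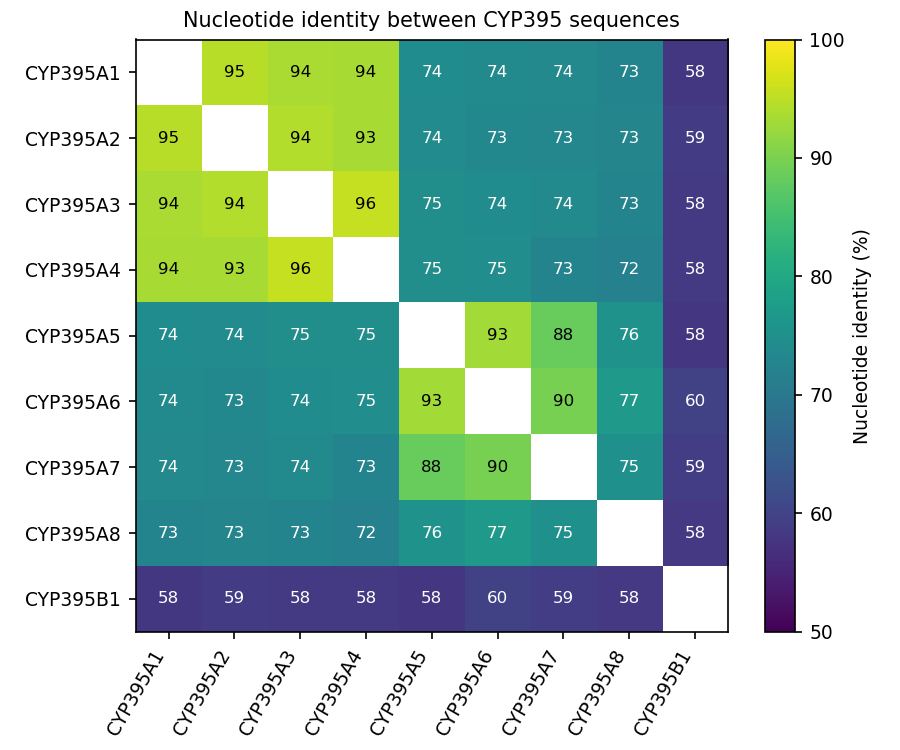
Nucleotide identity in percent between the 9 CYP395 sequences, with the same sequences on both axes and the value in each cell rounded to a whole percent. CYP395A1 to CYP395A4 form a block of high identity, and CYP395B1 is at most 59.7% identical to the others.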

More specific assays employing hydrolysis probes would likely be needed in order to ascertain any expression changes in these genes. qPCR amplification of GST-encoding gene transcripts revealed that only *GSTs1* was significantly upregulated in the resistant strain (Fig. 4B). Analysis of eight putative secreted esterase-encoding transcripts [seven with identifiable signal-peptide sequences and one putative homolog of juvenile hormone esterase, which is also likely to be secreted (Fig. S1)] identified at least two, contigs CE3959 and CE21331, which were significantly up-regulated in the resistant strain (Fig. 4C).

**Figure 4:**
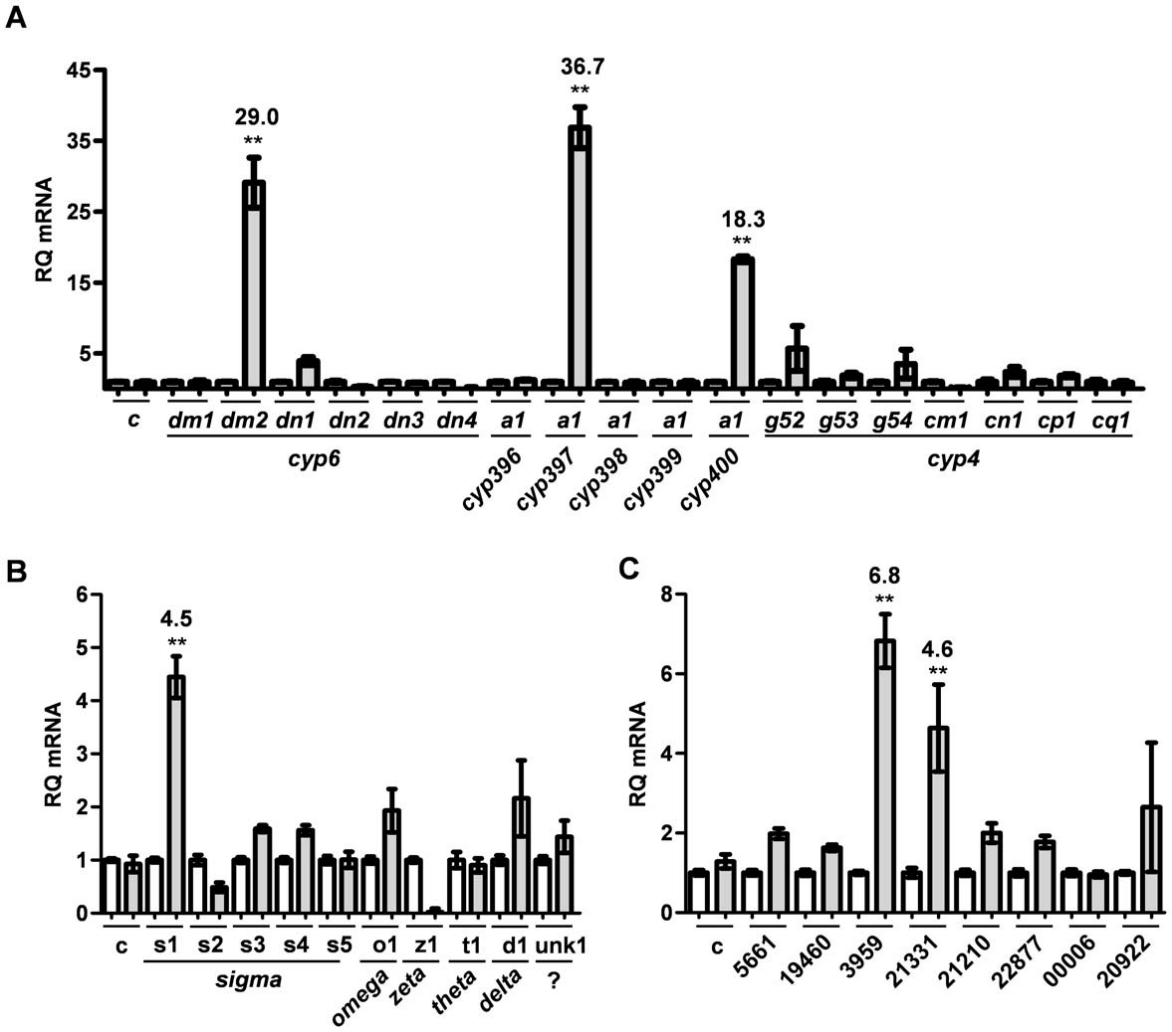
Relative expression of metabolic genes in Harlan and Richmond strain bed bugs. Real-time quantitative PCR was performed to measure the relative expression levels of (**A**) P450, (**B**) GST, and (**C**) CE transcripts in the pyrethroid-resistant Richmond strain as compared with the susceptible Harlan strain. Each bar represents the mean of two biological replicates, each performed in triplicate. Error bars indicate the standard deviation from the mean. All samples were normalized to the expression of alpha-tubulin. A second control gene [myosin heavy-chain, indicated by (c)] was included to verify plate-to-plate consistency. Harlan (white) and Richmond (shaded) are indicated for each gene, with Harlan set to 1 for all samples. Fold change is indicated above each bar where 2-fold or greater for all statistically significant samples (** = p<0.01).

Due to the relative nature of these assays, such qPCR data alone do not necessarily provide information as to the absolute abundance of the targeted transcripts. In order to independently determine which P450, GST and CE contigs were the most abundantly expressed in bed bugs, we plotted log_10_ values for the product of the number of 454 reads which mapped to each contig from Harlan and Richmond strain datasets (Fig. 5). 

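The deposited tables give 1 pooled number of reads for each sequence, so the product of Harlan and Richmond reads could not be computed. The product of 2 numbers with a fixed sum is largest when they are equal, and a pooled number n therefore sets an upper bound of 2 times log10(n/2) for the value plotted in Fig. 5. Genes were ranked within their family by n, which is the number of reads the authors give for the curated sequence itself. The 69 curated sequences held 9110 reads, of which 3533 belonged to P450s, 2510 to GSTs and 3067 to CEs. A second measure, the reads of all merged contigs that match a curated sequence at 95% identity or more, had been planned as the main one. It was set second after the tables were seen, because they carry a read number for each curated sequence and because 4 GSTs have no matching contig.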

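CYP397A1 had 1230 reads (95% Poisson interval 1162 to 1301), which is 34.8% of all P450 reads. CYP4G52 followed with 202 reads (175 to 232), a ratio of 6.09 with an exact 95% binomial interval of 5.24 to 7.10. Per kb of sequence, CYP397A1 had 764 reads and CYP4G52 98.1, which left the order unchanged. The upper bound on the log10 product of the reads of both strains was 5.58 for CYP397A1 and 4.01 for CYP4G52. The rank depended on how reads were assigned. The single contig that matches CYP397A1 covered 55.5% of it at 97.0% identity and held 240 reads, so that CYP397A1 ranked second by contigs matching at 95%, behind CYP6DN1 with 267, and had no reads at 98%. At 90% it ranked sixth, where the same 282 reads are counted for each of CYP395A1 to CYP395A4. By the best matching contig alone it stayed first.

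**Figure D4:**
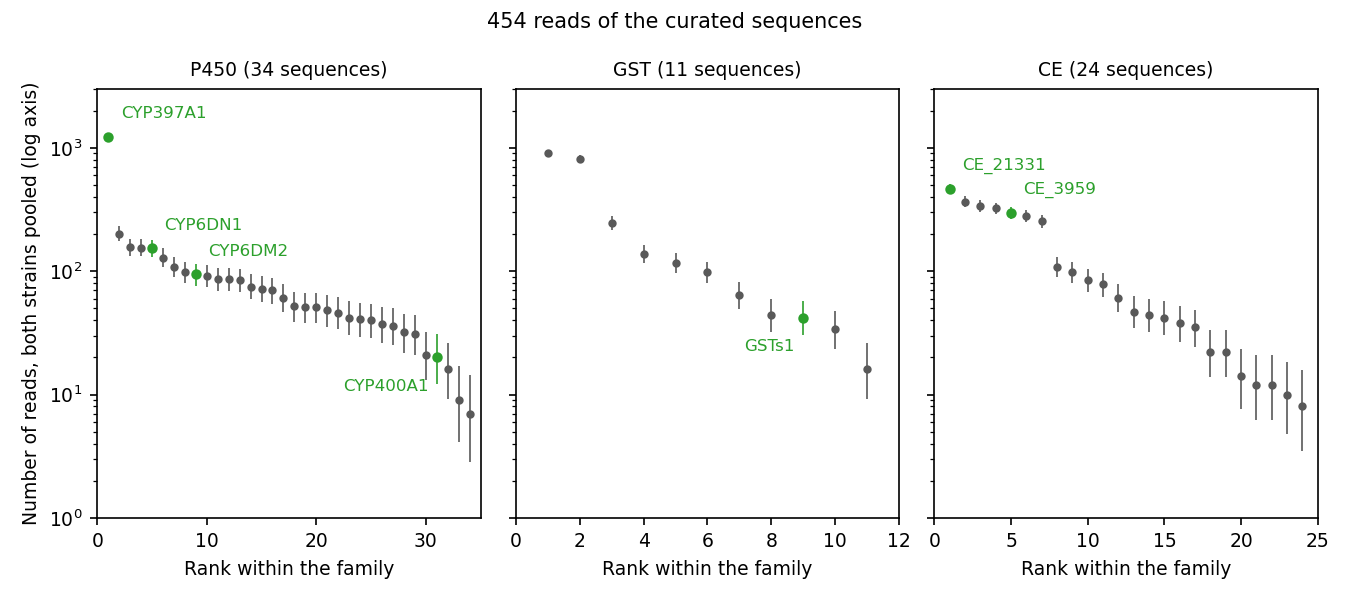
Number of reads of each curated sequence (log axis) against its rank within the P450, GST and CE families, with both strains pooled. Bars are exact 95% Poisson intervals and green marks named genes. CYP397A1, with 1230 reads, stands apart from the other 33 P450 sequences.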

Of the P450 genes, we found that transcripts derived from *cyp397a1* were by far the most abundant. As this gene also shows the greatest increase in transcriptional activity in Richmond strain bed bugs, these data imply that CYP397A1 may play the most prominent role in the cytochrome oxidase-mediated detoxification of pyrethroid insecticides. Likewise, *cyp6dn1* is among the most abundantly expressed of the remaining CYP450 gene contigs. Similarly, esterase-encoding contigs CE3959 (>6 fold), CE21331 (>4 fold) represented two of the six most abundant esterase transcripts in bed bugs, with CE21331 being the most abundant (Fig. 5). 

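CYP6DN1 had 153 reads (95% Poisson interval 130 to 179) and ranked 5 of the 34 P450s. CYP394A1 with 156 reads, CYP398A1 with 155 and CYP395A4 with 129 were not distinguishable from it at this depth, since the exact 95% binomial interval of each ratio included 1. Its ratio to CYP4G52 was 0.757 (0.610 to 0.939), and its ratio to CYP4CQ1, with 109 reads, was 1.40 (1.09 to 1.81). By contigs matching at 95% CYP6DN1 ranked first, but its 267 reads included those of a contig of CYP6DN2 and of 3 contigs that match only its 3′ end. Its own contig alone had 115 reads and ranked sixth. That contig, of 1663 nt, matched CYP6DN1 from nt 42 to 1600 at 99.7% identity and then went on with another sequence. From nt 1592 on, CYP6DN1 matched instead the 3 other contigs, with 48, 7 and 5 reads, to nt 1896, 1906 and 1890 of its 1945 nt, at 99.1% identity or more. No contig spanned both parts by 20 nt on each side of the junction, where nt 1572 to 1620 read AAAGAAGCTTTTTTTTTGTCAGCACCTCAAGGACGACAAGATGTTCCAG. The qPCR primers of CYP6DN1 bound in the second part, with a product of 221 bp from nt 1681 to 1901.

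**Figure D5:**
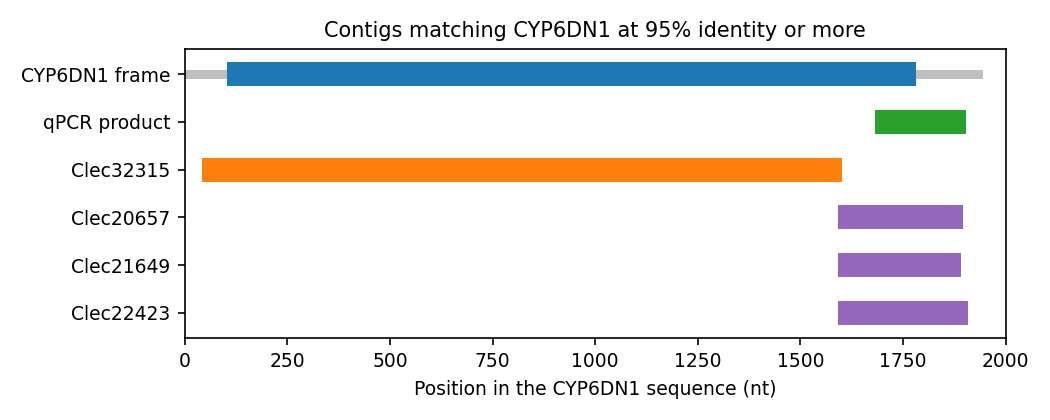
Frame of CYP6DN1 (blue, with the whole sequence in grey), product of its qPCR primers (green), match of its own contig (orange) and matches of the 3 contigs that share its 3′ end (purple), on an axis of nucleotide position in CYP6DN1. The qPCR product lies within the 3′ part that starts at nt 1592.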

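CE_21331 had 468 reads (95% Poisson interval 427 to 512), the highest number of the 24 CEs, and its interval did not overlap that of CE_1343, which came second with 367 (330 to 407). CE_1343 had more reads per kb, 373 against 283 for CE_21331, but matched no other CE protein. CE_3959 ranked 5 with 298 reads (265 to 334). Its exact 95% binomial ratio interval included 1 against CE_18249 (339 reads), CE_21210 (323), CE_00006 (281) and CE_3417 (254), so its place among ranks 3 to 7 could not be told at this depth. The ratio of CE_1343 to CE_3959 was 1.23 (1.05 to 1.44). With the best matching contig alone, CE_21331 had 221 reads and ranked seventh, while a second contig, with 180 reads, matched it over 316 of its own 1402 nt. From the abundance of CYP397A1 transcripts and their increase in the qPCR assay, the paper proposes that this P450 may have the most prominent role in the oxidative detoxification of pyrethroids.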

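GSTs1 had 42 reads (95% Poisson interval 30.3 to 56.8) and ranked ninth of the 11 GSTs, also when counted per kb, with 34.1. Only GSTs5 with 34 reads and GSTs2 with 16 had fewer, and GSTs5 and GSTt2 (44 reads) were not distinguishable from GSTs1 by the exact binomial interval of their ratio. Against GSTs4, with 64 reads, the ratio was 0.656 (0.434 to 0.984). The most abundant GST, GSTs3, exceeded it more than the counting error allows, as did GSTd1, GSTt1, GSTunk1, GSTz1 and GSTo1. The contig that matches GSTs1 held 58 reads, which gave it rank 5 by contigs matching at 95%. In that ranking the 4 sequences without a contig count as 0.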

Consistent with the lack of increased GST activity observed in the model substrate assays, the upregulated contig GSTs1 was among the lowest expressed of the GSTs. Taken together, these data implicate several candidate gene products as potentially involved in pyrethroid metabolism.

**Figure 5:**
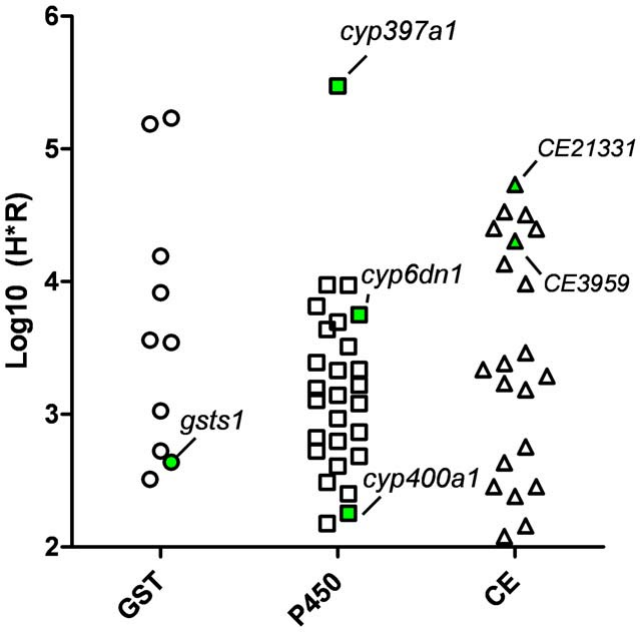
Relative abundance of metabolic genes. The product of the total number of reads from Harlan and Richmond 454 datasets used in the assembly of each P450, GST and CE contig was log_10_ transformed. GST, P450 and CE genes found to be significantly upregulated by qPCR in the resistant strain are highlighted in green.

## Discussion

We have identified bed bugs collected in Richmond, VA which exhibit both *kdr*-type and metabolic resistance to pyrethroid insecticides. The resistance ratios (∼5200-fold for deltamethrin and 111 for β-cyfluthrin) we quantified for this strain suggest that pyrethroid insecticides would be largely ineffective in controlling this multi-resistant population.

Pyrethroid insecticides target the voltage-gated sodium channel, with the sequence of the bed bug homolog reported in just 2008 [7]. We identified one of the two substitutions associated with *kdr* resistance as described by Yoon et al [7] in Richmond strain bed bugs. The identification of L925I, but not V419L substitutions in the voltage-gated sodium channel gene in this strain is consistent with a recent survey reported by Zhu et al [8], who found that 6 out of 7 strains (86%) collected from the state of Virginia carry this genotype. However, only 17 of the 110 populations they examined were screened for pyrethroid resistance, and the presence or strength of metabolic resistance in these strains was not addressed.

Several recent studies have indicated that different populations of bed bugs often have different mechanisms of resistance. While Yoon et al. [7] determined that the NY-BB strain did not exhibit enhanced metabolic enzyme activity, additional studies by Romero et al. [9] and Bai [10] do suggest that some bed bug populations may have enhanced metabolic activity as one of their resistance mechanisms. Additionally, a 2007 survey of the tropical bed bug (*Cimex hemipterus*), found that resistance to deltamethrin, permethrin, DDT, malathion, and propoxur was mainly the result of metabolic mechanisms, specifically CEs and GSTs [22]. Thus, we can expect that different bed bug populations within the U.S. and throughout the world may differ dramatically in their levels of resistance and resistance mechanisms, emphasizing the need for continuous surveillance.

As bed bugs were essentially absent from the U.S. for a number of decades, very little is known about the molecular biology or genetics of these ectoparasites. Using conventional Sanger sequencing of cDNA clones, Francischetti et al [23] recently reported an analysis of genes expressed and secreted into bed bug saliva. More recently, Bai et al [10] described a small 454 dataset from the Harlan bed bug strain (216,419 reads). While this group reported a number of P450 and GST sequences, the fragmented nature of their assembly (89% of contigs were singletons) makes their data concerning the number and phylogenic relationship of these sequences difficult to interpret. Our report adds another 2.5 million reads corresponding to both a long-time laboratory strain and a newly-collected field strain, including many high coverage, full-length descriptions of contigs encoding P450 and CE ORFs (both of which are typically 1.5–2 kb). These sequences should be of great assistance to future studies of insecticide resistance and, more generally, to studies of bed bug biology.

We observed a number of P450, GST and CE genes which were up-regulated in Richmond strain bed bugs compared to the pyrethroid-susceptible control strain. Four of the six up-regulated genes (*cyp397a1*, *cyp6dn1*, CE21331, *CE3959*) were at or among the most highly expressed of their respective classes, consistent with a prominent role in metabolic resistance to pyrethroid insecticides. We note that bed bugs, similar to another household pest, the German cockroach, have a history of being cross-resistant to many different substrates [24]. Therefore, these up-regulated genes may be indicators of past and potential future resistance to organophosphates and carbamates as well as pyrethroids. Of the bed bug genes identified in this study, CYP2, CYP3, CYP4 and CYP6 family members and the class I GSTs have all be shown to mediate detoxification functions in other insects, whereas the detoxification functions of orthologous CE genes are unclear [25], [26], [27]. Thus, future investigations directed at the *in vivo* metabolism of those pyrethroid and non-pyrethroid-based insecticides currently in use for bed bug control, as well as the relative *in vitro* substrate specificities of the overexpressed P450s, GSTs and CEs we describe here are warranted. We also observed several genes (*cyp400a1*, *gsts1*) which exhibited strong differential expression but were among the lowest expressed of their class. It is possible that these transcripts are abundantly expressed in a limited set of tissues, which would result in an overall low measure of expression when the entire bed bug is considered. 

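CYP400A1 had 20 reads (95% Poisson interval 12.2 to 30.9) and ranked 31st of the 34 P450s, or 29th per kb of sequence. Only CYP6DN4, CYP18A1 and CYP301A1 had fewer, with 16, 9 and 7 reads, of which CYP6DN4 and CYP18A1 were not distinguishable from it at this depth. The same held for CYP395A8, CYP4G53 and CYP307B1 above it. The best matching contig of CYP400A1 covered 75.7% of it and held 32 reads, which placed it 28th. CYP6DM2 had 94 reads (76.0 to 115) and ranked ninth, and its interval lay above that of CYP400A1.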

Alternatively, these gene products may exhibit high selectivity for the target insecticide molecules. Thus we cannot necessarily rule out an important role for these gene products at this time.

Analysis and annotation of transcriptome sequences in the absence of a reference genome must ultimately face decision points regarding what is a separate gene, and what is polymorphism within the same gene. We were fairly conservative in treating near identical, but clearly variant sequences as a single gene. Thus, our analysis of the number of P450, GST and CE genes must be viewed as a minimum. This is especially true as our sequencing data came only from a single life stage (adult). 

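A search for contigs of these families outside the curated sequences was made with tblastn at an E-value of at most 1e-10. Contigs with 95% nucleotide identity or more to a curated sequence over 100 nt or more were left out. This left 22 P450-like, 0 GST-like and 7 CE-like contigs. The P450-like ones include Clec02010, which may be the missing 3′ end of the curated CYP6DM2. It overlapped that sequence over 77 nt at 98.7% identity, and the joined sequence had a complete frame of 503 residues. The P450-like contigs were 506 to 2060 nt long, with a median of 685 nt and 4 to 61 reads each, and their best protein match had a median identity of 46.5%. The CE-like contigs had 505 to 993 nt and 4 to 91 reads. Of the CE-like contigs, 2 had CE_1343 as their nearest protein. A change of the identity limit to 90% gave 19 P450-like and 6 CE-like contigs, and an E-value of at most 1e-20 gave 19 and 5. Contigs are not genes, and several can be parts of 1 transcript. The paper reasons that its numbers are minimums, because near-identical variants were treated as a single gene and only adults were sequenced.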

Ultimately, only with a full bed bug genome sequence will it be possible to distinguish between highly similar genes such as P450s, which are well-known to undergo duplications and expansions in other insect species [28], [29].

In conclusion, our results indicate that highly-resistant bed bug populations can have multiple genetic mechanisms conferring resistance to pyrethroid (and possibly other) insecticides. In the case of the Richmond strain bed bugs, several forms of P450 and hydrolyzing esterases may be contributing to the bed bugs' overall ability to reduce their pesticide load. In addition, the alpha-subunit mutation reduces the potential for any non-metabolized pyrethroid to bind at the target site. It is reasonable to suggest that the genes responsible for these resistance mechanisms (*kdr* and enhanced metabolism) have been selected for in populations that have been subjected to long-term insecticide pressure.

## Supporting Information

Figure S1 **Carboxylesterase genes of the bed bug,** ***Cimex lectularius*** **.** Bed bug CEs (pink circle) were compared with published sequences from the pea aphid *Acyrthosiphon pisum* (gray diamond), the honey bee, *Apis mellifera* (green circle), and the vinegar fly, *Drosophila melanogaster* (purple triangle). Predicted protein sequences were aligned using ClustalW; tree construction was performed using the Neighbor-joining method in MEGA 4.0. All branches with less than 50% bootstrap support were collapsed, support greater than 80% is indicated (*). Clade designations followed the nomenclature of Oakeshott et al [30]. The presence (SP) or absence (-) of a predicted signal peptide is indicated, though this could not be determined (?) based on incomplete sequence information for all contigs. A putative juvenile hormone esterase homolog containing the GQSAG motif is indicated.
(TIF) Click here for additional data file.

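The motif GQSAG was found in 1 of the 24 CE sequences, CE_19460, in any reading frame. It begins at residue 115 of a frame of 444 residues, at nt 396 to 410 of a sequence of 1458 nt, where the surrounding sequence reads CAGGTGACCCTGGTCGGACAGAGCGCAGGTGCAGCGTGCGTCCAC. CE_19460 had 22 reads (95% Poisson interval 13.8 to 33.3), and the frame had both a start and a stop codon.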

Table S1 **Primers used in this study.**
(DOC) Click here for additional data file.

# Supplementary material for: Deep Sequencing of Pyrethroid-Resistant Bed Bugs Reveals Multiple Mechanisms of Resistance within a Single Population
**Source:** PLoS One. 2011 Oct 19;6(10):e26228. doi: 10.1371/journal.pone.0026228
**Supplement:** Table S1 — Primers used in this study.

Table S1. Primers used for quantitative real-time PCR experiments.

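The table lists the oligonucleotide pairs used to amplify each transcript by qPCR with SYBR green, a dye that reports any double-stranded product, so that a pair must give a product from 1 transcript alone. It holds 38 pairs, for 18 P450s, 10 GSTs and 8 CEs and for the reference genes alpha-tubulin and myosin heavy chain. Each primer was searched for on both strands of the curated sequences and of all contigs. Of the 36 pairs for curated genes, 35 gave a product on their own sequence and none gave a product on a further curated sequence, also with up to 2 mismatches per primer. The products had a median of 212 bp and a range of 125 to 250 bp, and 33 lay between 150 and 250 bp. The products of CYP6DM1 (125 bp) and GSTs2 (146 bp) were shorter. Both GSTs4 primers, as printed, matched the sense strand, at nt 97 and 245, and gave no product. On the merged contigs, 24 pairs gave a product, each on 1 contig, but with 1 mismatch allowed per primer the pair of CE_20922_Ace1 gave a product on 2 contigs. The alpha-tubulin pair gave a product of 209 bp on 1 contig, and the myosin pair gave none.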

| Control genes: | | F (5' --> 3') |  | R (5' --> 3') |
| --- | --- | --- | --- | --- |
| *α-tubulin* | GTGTGCGATGAAAGGGAATGA | |  | TCGGGAGCAGAGGGGAGTA |
| *myosin* | TTCAAGTTTGGCGGTAAGAGA | |  | GAAAAGGCAAAGAGCGAGACT |
|  |  | |  |  |
| *GSTs:* |  | |  |  |
| *s1* | AGGAGAGCCAGTTAGATTTATGTT | |  | AAGCGATTCCCACCGATTTT |
| *s2* | TGCGCTAAGTACACAAACATCAAG | |  | CGAACATTTACGCATATCAACTAC |
| *s3* | TGGCCGCAGTACAAGGAGTCTAT | |  | TTCAACGGCCATGTCAATCTGTA |
| *s4* | AGCGCACATTAACCGACCTG | |  | GAAGAATGGCAGAAGTTAAAGCAA |
| *s5* | GCATTGGCCAACAGCTTTCTTTA | |  | CTGTGGCCATGGCAGTCTTA |
| *o1* | GATAATCTGCGACTTCCTTGACGA | |  | CATGCCCGGTTTGCTTCCTGA |
| *z1* | TCGGGCTCGGGGTAGGAAACT | |  | CGGGGCGTCGGACAACATTA |
| *d1* | GCGGAGCCTCTTATGATGAA | |  | GCCCTCTTGATTAGCCTCCTT |
| *t1* | ATAGACGATGATGGCTTTGTTGTA | |  | CTTGGAATTTGGAGCGACTTTAG |
| unk1 (z2) | ATTTTTCGGGCCGTTCTTCTATTT | |  | CATGGAGGGCGAGTGTGACC |
|  |  | |  |  |
| *P450s:* |  | |  |  |
| *cyp6dm1* | ATGAATTTCGTACCATGGCAGATA | |  | AACGAATTTTAAACCGAGAACTCC |
| *cyp6dm2* | CCCCCTTATGCTACCCGTTTGA | |  | TTCGTCCTTTTTATGTCCGTCTGC |
| *cyp6dn1* | AGCCCACAGCTCGGAAACAG | |  | CTTATGCCTTGGTGGGAGAGT |
| *cyp6dn2* | TAAAACTAGGGGACAAAGCAAAAT | |  | TAAAACGGATAAAACACGCACAT |
| *cyp6dn3* | TGGAGGCGATAACATGGACTTTG | |  | TTCGGGTATTCTTTGTATTGGTTG |
| *cyp6dn4* | CCCAAACTACAAATTCATCGTCAT | |  | TCCCAAATTTACTATATCCCTGTC |
| *cyp396a1* | TCTGTTCGGAGGACTGCTGTATTA | |  | CGGGGTCGGTGAAGTTGTAGTATC |
| *cyp397a1* | CTCGGGCTCACCACTCTCAACA | |  | ACCGTCATGGCTCCCGTCAG |
| *cyp398a1* | AATCGCCCACAGGAAAAACAACAA | |  | CCGGGTGGGAAGCGAGTAGG |
| *cyp399a1* | CAATTTGGCCCTTTTCTGTGC | |  | TAATGGGCCTTTTCCTTGTTGTAG |
| *cyp400a1* | CCTGCGCGTTCGGAGTCAATA | |  | CATCGGCTAAATAGAGGAAAAAGT |
| *cyp4g52* | TCCACCTCCAGGCACTATTATTCT | |  | TAGGCCTAGTGAGCTTTCTGGTGT |
| *cyp4g53* | ACACGACGGCAGCAGGCAGTAGT | |  | GGCGGGCACAGGAGGAAAAA |
| *cyp4g54* | GGCAATTCCGACCGCGATGTGAC | |  | GCAGCCAGCAGGGACGACCAA |
| *cyp4cm1* | AGGAGAATGTCAGAAAGCGTCACC | |  | GCATTAATTTTTCCCAACTTTCTT |
| *cyp4cn1* | AACGGTGCCATTTATCGGGAGGAA | |  | CTGCACTGAATGGGATGAAACTGA |
| *cyp4cp1* | GGACTGCACTCTGGACATTATTTG | |  | CCTCGACTTCTTTGGGTGATTTGA |
| *cyp4cq1* | GGTGGCATTTTGGTTGGGTCCTGT | |  | TAAAATGAAATGTTGGCGTGAGCA |
|  |  | |  |  |
| *CEs:* |  | |  |  |
| *CE_5661* | CTCGGGCCACTGGGTTTCCTGA | |  | GCTGGCTGCCCCTGCTGACAT |
| *CE_3959*  *CE_19460* | ACGTCTGGAGAAGGGCAACTGAAA  ATGGGCTGCGACGACTATGGATG | |  | GACGGCCGGGTAGATGAAAACAAC  AAGAGTTGACACCGGTGAGGATGG |
| *CE_21331* | TCTCACGGGGACGAACTGCCTTAT | |  | CCTGGTCTTCTGGGTATTTCTTCA |
| *CE_21210* | GGTTCGAGCCAGGGCAGCATTTA | |  | AAGCCGTGACCCCCGAGTGTTATC |
| *CE_22877*  *CE_00006*  *CE_20922* | CAACGGTCGCATGGCAGGTAAGAT  GTCCAGCTTCCTCGGCATCAGA  CGTGGGGAGCAACAAGGAAG | |  | TGGGCAGAGACGTAATGGTTTTGA  GGCGTAAAGAATCACCACCAGTTG  TCGCCGACCATTTTATCAAGAG |

How the deposited data were processed for this re-analysis (not part of the article)

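The data come from 4 samples of adult bed bugs, 2 of the Harlan strain and 2 of the Richmond strain, whose libraries were sequenced on the Roche Titanium platform. The authors assembled the reads with NEWBLER without a reference genome, searched the contigs with P450, GST and CE proteins of other insects, queried matching contigs back against the raw reads and extended them by hand. The version and settings of the assembler are not given in the sources used here. The authors deposited, for each contig or curated sequence, a whole-number count of reads that is not normalized and pools all strains and samples. The tables also give the length, which equals the length of the sequence in all 14605 contigs, and for CE sequences an entry for a predicted signal peptide.

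Because the counts are pooled, no test between strains was possible, and edgeR and DESeq2 were not used. There are no replicates, and the only error attached to a read number is its exact 95% Poisson interval. Pairs of read numbers were compared by their ratio with an exact 95% binomial interval, not adjusted for the number of pairs, and are reported as not distinguishable at this depth where it included 1. This comparison was chosen after the read numbers were seen.

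Open reading frames were found on 6 frames, from the first ATG to a stop codon, and open ends were kept where no ATG or stop was present. Proteins were aligned with mafft 7.526 (L-INS-i), in place of ClustalW in MEGA 4.0, which was not used here. Neighbor-joining trees were computed from Poisson-corrected distances with pairwise deletion, with at least 20 shared columns per distance and 1000 bootstrap replicates. Pairwise identity came from global alignments in Biopython 1.88 with end gaps free. For nucleotides the scores were 1 for a match, -1 for a mismatch, -4 to open and -1 to extend a gap. A first, stricter scoring gave only short overlaps for distant pairs and was replaced by this one after its result was seen, and relatives were then counted only where at least 200 nt or 100 residues aligned. Contigs were assigned to curated sequences with blastn 2.17.0 at 95% identity or more over 100 nt or more, and family members were searched for with tblastn at an E-value of at most 1e-10. Primer sites were exact matches on both strands. The heme-binding motif was searched for as FxxGxRxCxG. Other calculations used Python 3.11, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

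The steps were tested on simulated data. Of 200 planted frames 200 were recovered at their exact length, and 15 of 15 simulated clades had a support over 70%. The planted frames were closed at both ends, and the simulated proteins had no missing parts. Open ends and fragments, as in the real sequences, were therefore not tested. Identity was within 1 percentage point of the simulated value in 50 of 50 pairs, with the scoring used here. These pairs differed by substitutions only, without gaps. A planted P450 fragment of 200 residues was found by tblastn in 199 of 200 contigs, and 0 of 1800 shuffled contigs matched. The primer search gave the right answer for 600 of 600 planted pairs.

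The alternatives, fixed before the data were examined, were other length limits for contigs, other rules for frames, other distances and gap treatments, other identity and E-value limits, mismatches in primers, other hydropathy windows and other ways of assigning reads. Another 5 alternatives were added after the data were seen. The plan named the reads of matching contigs as the main read number, but the curated tables hold a read number of their own, which was used instead, and the planned number is given as an alternative. Named genes are all P450, GST and CE genes that the text, the numbered tables, Table S1 or the labels of Fig. 2 to 5 name, and for each family the 5 contigs outside the curated set with the highest tblastn score. Some sequences were singled out after their values were seen, and the text says so.

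No reference genome of the bed bug was used, so no gene has a chromosome position here, and the planned match to a genome was not made. The raw reads, contigs shorter than 500 bp and the assemblies of the single strains were not analysed here. The lethal-dose, sodium channel, enzyme and qPCR experiments have no values in these tables and received none.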

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

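The searches described here were planned, while all tests of explanations for the contigs were chosen after the contigs had been found, and the test for pieces of few genes was revised 3 times after earlier forms were found unable to decide.

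A signal outside the sequences that the paper discusses appeared in the merged contigs, where 22 contigs matched a P450 protein and had less than 95% nucleotide identity to every curated sequence. The pooled reads do not separate the Harlan control from Richmond. Each of the 22 held at least 4 reads, and together they held 401, with a median of 15.5 per contig. The 5 with the highest tblastn scores were Clec07839 (1332 nt, 16 reads, 78.8% protein identity to CYP395A7), Clec31896 (665 nt, 4 reads, 71.9% to CYP395A5), Clec02010 (749 nt, 59 reads, 87.1% to CYP6DM1), Clec28321 (628 nt, 19 reads, nearest to CYP395A7) and Clec02007 (687 nt, 61 reads, 89.1% to CYP6DM1).

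Alleles or sequencing variants of the curated genes are argued against for 16 of the 22 contigs. Of these, 13 had no nucleotide match of 100 nt or more to a curated sequence, and 3 had a match of 69.0% to 73.2% identity, under a bar of 75% that was set after the values were seen. For the other 6, with 81.7% to 92.1% identity, alleles and separate genes cannot be told apart without a genome. Clec02010 is among these 6 and may instead be the 3′ end of CYP6DM2. Pieces of 1 or 2 further genes are argued against by the heme-binding region, which 8 contigs hold. In 6 of them it was at most 61.5% identical to the region of any curated protein and at most 59.1% to each other. Only 3 curated proteins, CYP400A1, CYP6DL2 and CYP6DM2, have no residues at this region, so that missing ends can account for 3 of the 6 and at least 3 are left. Missing ends of incomplete curated sequences are argued against for 10 contigs, which lie over a part that every incomplete sequence of their clan already holds. This explanation stays open for the other 12, which lie over a part that at least 1 incomplete sequence lacks. Clec02010 goes with it, since joining this contig to CYP6DM2 lengthened the frame from 358 to 503 residues, with a stop codon. No biological explanation was tested, since the reads are pooled.

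In the same way, 7 contigs matched a CE protein but no curated sequence at 95% nucleotide identity or more over 100 nt or more. They held 138 reads in all, and each at least 4. The 5 with the highest tblastn scores were Clec28166 (516 nt, 91 reads, 76.2% protein identity to CE_1860), Clec22458 (727 nt, 4 reads, 55.7% to CE_5661), Clec18804 (993 nt, 5 reads, 45.2% to CE_20922_Ace1), Clec10832 (812 nt, 8 reads, 55.0% to CE_3959) and Clec24317 (925 nt, 7 reads, 34.6% to CE_5661). Alleles or sequencing variants are argued against for 6 contigs, 3 without a nucleotide match of 100 nt or more and 3 with one of 67.1% to 69.2% identity. Of these 6, however, 2 matched CE_1343 best, a sequence that matched no other CE protein, so that their place in the family rests on CE_1343 alone. For the remaining 1, Clec28166 with 93.2% identity, an allele and a separate gene cannot be told apart.

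Sequence from another organism was tested by GC content. All 29 P450-like and CE-like contigs had a GC content inside the range of the curated sequences, with 31.9% to 53.7% against 28.5% to 55.1%. An organism of similar GC content would give the same result, so this source cannot be told apart from the bed bug, and no further test was made.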

How the results depend on the processing

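Of the alternatives reported here, 5 settings were chosen after the data were seen, as was the read number used as the main measure of abundance, and the others were planned. Of 154 recomputed values, 115 stayed on the same side of their threshold, within their error or, for counts, within 1.5 times. Of 43 results, 28 did so under every alternative run. The alternatives added later gave 25 of the recomputed values, and all 25 stayed the same. Some alternatives could not move a value, since a limit of at least 500 bp keeps all 14605 contigs and all 34 P450 frames lay on the sense strand. The limit of 1.5 times also counts an N50 of 1698 against 1277 bp as the same, and 281 against 213 residues for CYP18A1. The tally therefore says little about stability.

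The length limit of 1000 bp lowered the number of contigs to 6339 and raised their mean length to 1667 bp, which follows from leaving out short contigs. Frames from stop codon to stop codon raised the median P450 frame to 516.5 residues, which follows from counting residues before the first ATG. Under the same rule CYP18A1 had 281 and CYP301A1 296 residues, and CYP6DN4 had 477. Protein identity lowered the identity of CYP6DL1 and CYP6DL2 to 92.1%, and a window of 8 residues raised the median hydropathy of CE sequences with a predicted signal peptide to 3.05. The cause was not tested.

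The ranks by reads changed most. By the planned measure, contigs matching at 95% identity, CYP397A1 ranked second (2 of 34), CYP6DN1 first (1) and GSTs1 5 of 11. With the best matching contig only and per kb CYP397A1 stayed first. At 98% identity it ranked 33, CYP6DN1 3 and GSTs1 5, and at 90% identity CYP397A1 ranked 6 and GSTs1 5. The rank of 33 follows from the 97.0% identity of the only contig of CYP397A1, and the gain of GSTs1 from the 4 GSTs without a contig, which count as 0. With the best matching contig only, GSTs1 ranked 4 and CE_21331 7, and per kb CE_21331 ranked 2. The first rank of CYP6DN1 follows from adding reads of a CYP6DN2 contig (92) and of the 3 contigs at its 3′ end to the 115 of its own contig, and the rank of CE_21331 per kb from the shorter sequence of CE_1343 (984 against 1656 nt). At 98% the 175 reads of CYP6DN1 are those of its own contig and the 3 contigs at its 3′ end, while CYP397A1 has none, and the best contig of CE_21331 leaves out the 180 reads of its second one. The ranks of CYP400A1, between 26 and 31, and of CE_3959, between 5 and 7, moved little. Of 24 recomputed read numbers of these 6 genes, 23 left the counting interval, 10 upward and 13 downward.

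The support of the CYP3 clan stayed between 97.6% and 99.9%, that of the CYP4 clan between 99.8% and 100%, and that of the CYP395 family and of the sigma and theta GSTs at 100%. The pair marked as the CYP2 clan stayed between 9.70% and 25.3%, and the trio marked as the mitochondrial clan between 21.1% and 29.4%. Without the incomplete sequences, which leaves only CYP307B1 and CYP394A1 of the trio, their support was 7.80%, or 45.8% with complete deletion, the only setting in which they were a group in the tree. The number of P450-like contigs outside the curated set lay between 19 and 23, that of CE-like contigs between 5 and 7, and no GST-like contig was found in any setting.

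No paired analysis was possible because the columns carry no sample, and for the same reason edgeR, DESeq2, a filter on low counts and leaving out single samples were not run. The planned match to a genome was not run, since no genome was used. Complete deletion over all 34 P450 proteins gave no value, since 0 columns were free of gaps, and it was run without the 5 incomplete sequences instead. With 5 incomplete sequences left out, the pair marked as the CYP2 clan has no value. Depth limits the order of genes with similar read numbers.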

Differences from the paper's values

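The comparison with figure values and the choice of statements compared here were made after the values were seen. Of 24 values set beside the paper's, 23 did not differ by more than the limits used (1.5 times and the error). Several of these could not differ, since members of clans and families were counted by the authors' names in the authors' own sequence sets. The values of Fig. 5 were set only against upper bounds. The limit of 1.5 times also passes 213 against 282 residues for CYP18A1 and 11 against 10 GSTs. The tally is therefore no measure of agreement.

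For CYP400A1 the log10 product of Harlan and Richmond reads is about 2.3 in Fig. 5, read by eye, as the paper's value. The 20 pooled reads of the curated sequence allow at most 2.00. Of the alternatives set before the data were examined, contigs matching at 90%, at 95% or at 98% identity and the best matching contig each give 32 reads and a bound of 2.41, which does not fall below the paper's value.

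The read number used for these bounds was chosen after the tables were seen. By the measure first planned, contigs matching at 95% identity, CYP397A1 has a bound of 4.16, whereas its value is about 5.5 in Fig. 5, read by eye, and the bound of CE_3959, from 251 reads, also lies below about 4.3 in Fig. 5, read by eye. The best matching contig gives lower bounds than Fig. 5 for CYP6DN1 and CE_21331 as well, with 3.52 and 4.09. A bound was counted as lower only when more than 0.1 below the value read by eye, so that smaller shortfalls, such as 4.60 for CE_21331 by contigs at 95% and 3.77 for CYP6DN1 by its own reads, were not counted.

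The paper counts 10 contigs with full-length GST frames. The deposited table holds 11 GST sequences, of which 9 had both a start and a stop codon. Table S1 also lists 10 GST pairs.

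The paper states that every P450 outside its list of incomplete sequences exceeds 470 residues. The tally is 28 of 29, with 426 residues for CYP6DN4 from its first ATG. Frames from stop codon to stop codon, set in advance, and the rule that keeps the open end, which was chosen after seeing the values, both give 477 for CYP6DN4 and place all 29 above 470.

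The paper describes the coverage of CE genes as lower. The median number of reads per kb was 39.7 for CEs, 35.7 for P450s and 85.0 for GSTs, and the lower quartile was 15.9 for CEs, below the 23.8 of P450s.

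The paper marks clans CYP2 and mitochondrial in Fig. 2. In the tree computed here, the CYP301A1 and CYP314A1 pair had a support of 21.3% and the CYP18A1, CYP307B1 and CYP394A1 trio 22.7%, and neither group was in the tree. CYP18A1 and CYP307B1 were neighbors with 97.8%, and CYP301A1, CYP314A1 and CYP394A1 were no group in the tree. Which clan name belongs to which group was not tested, so the values bear on the groups as marked only. These values are no evidence against a CYP2 clan with other members, since CYP18A1 and CYP307B1 are also a pair. The clans CYP3 and CYP4 were recovered with 99.1% and 100%.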

Other observations

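All tests in this part were chosen after the pattern they bear on had been seen, and 4 of them replaced a first form that could not decide. The genes named here were singled out after their values were seen. No biological explanation was tested, since the reads of both strains are pooled.

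The 3′ end of CYP6DN1 was shared with contigs that do not match its other part. Its own contig Clec32315 followed it to nt 1600 with a frame of 513 residues and matched CYP6DN2 further, to nt 1697 at 95.7% identity, whereas the deposited CYP6DN1 went on with 354 nt, of which at most the part to nt 1906 of 1945 matched Clec20657, Clec21649 and Clec22423. The frame of CYP6DN1, with 560 residues, read the first 190 nt of this end in a frame offset by 1 nt from the longest frame of Clec21649, which has 161 residues. The junction, from nt 1592 to 1600, lies just past a run of T. It was found because no contig spans it, which therefore tests nothing. Of the 69 curated sequences only CYP6DN1 had such a junction. Joining of 2 transcripts in the curated sequence predicts no P450 similarity in the contigs with the end, and 0 of the 3 matched a P450 protein other than CYP6DN1. In its first form this count used the CYP6DN1 protein itself, which made it circular. A second 3′ end of the same gene predicts CYP6DN1 sequence before the end. All 3 contigs hold 220 to 1023 nt before it that do not match CYP6DN1. This restates how the pattern was defined, so it cannot decide against a second 3′ end. In 2 of the 3 contigs the longest frame crosses the junction. This test replaced one that only counted contigs with both parts. A true transcript with both parts, seen in no contig, stays open beside a sequence joined in assembly or by hand. If 2 transcripts were joined, the qPCR product of CYP6DN1, from nt 1681 to 1901, may report the other one. The forward primer was found in all 3 contigs and the reverse primer in none, so no contig had both.

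The short frame of CYP6DM2 may come from its 3′ end having been assembled as a separate contig. Clec02010 overlapped the end over 77 nt at 98.7% identity, and the joined sequence had a complete frame of 503 residues with the heme-binding motif, while CYP6DM1 has 502. The 145 added residues were 85.5% identical to CYP6DM1, against 77.6% for the part before. Of the 20 curated sequences whose frame has no stop codon, 6 had a contig running past their end. Among them, CYP314A1 had a joined frame of 527 residues and GSTt2 one of 324, both with a stop codon.

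The short frame of CYP6DL2 may come from a base inserted or deleted in the sequence. From its stop codon on, 112 of 115 nt aligned to CYP6DL1 with 90.2% identity, and from 120 nt before the end of the frame the alignment had 6 gaps, all of a length that is not a multiple of 3. A first test, residues of CYP6DL1 aligned only in another frame, had given 0, because the protein alignment ran through the stop codon. Sequencing errors and a true difference between the genes cannot be separated by this test.

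The 4 GSTs with the most reads match no contig. GSTs3, GSTd1, GSTt1 and GSTunk1 had 139 to 900 reads, while the other 7 had at most 116. Their reads could lie in contigs under 500 nt, which were not analysed here, and the contigs of at least 500 nt held 36.8% of the aligned reads that the paper states, which leaves this open. Failure of long assemblies for deeply covered transcripts would make contig coverage fall with reads per kb. Over the 65 curated sequences with a contig, Spearman's rho was -0.0847, a value across genes, which are not independent, and too weak to decide. Over all 69, where the 4 GSTs make the test circular, it was -0.227.

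CE_1343 had 367 reads, the second highest number among the CEs though not distinguishable from the next 2, and matched none of the other CE proteins. Its frame of 269 residues had no stop codon, and Clec19220 extended it to 275 residues with one. What protein it encodes was not tested.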
